A study of Homo sapiens with 12 samples.

How the data were processed

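PolyA RNA was sequenced from a HEK-293T line (human embryonic kidney cells) in which ARID1A had been knocked out. The knockout cells received an empty vector, wild-type (WT) ARID1A or ARID1A lacking IDR1b (ΔIDR1b), and in addition either EWS-FLI1 or a second empty vector. This gave 6 groups with 2 libraries each, 12 libraries in all. The labels number the libraries of a group as repeats 1 and 2 without saying whether equal numbers share a batch. The difference between repeats 1 and 2 was correlated across 10695 genes between groups. All 3 pairs of groups with the empty vector (r from 0.104 to 0.194) and all 3 with EWS-FLI1 (0.153 to 0.412) had an r above 0.1, and all 9 pairs with different vectors had a negative r (down to -0.223). The values, not the labels, thus pair equal repeat numbers within each vector and not across the vectors. The negative r across the vectors leaves open whether unequal numbers share a batch there, and no block of that kind was fitted. The labels give 2 µg of EWS-FLI1 plasmid and 48 h between transfection and harvest.

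Per the file headers, the authors assigned read pairs to genes with featureCounts 2.0.1 on the exons of GENCODE release 41 (GRCh38, patch 13), so each value is a count of fragments per gene name. Both ends had to be aligned, no strand option was set, and fragments that mapped to several places or overlapped several genes were not counted. The aligner's version is not stated. The authors applied no normalization. The table holds 60645 gene names, of which 76 join exons on more than 1 chromosome. The total per library ran from 11702251 to 14445379 counts, so the floor of 3 counts that a count of 0 allows came to between 0.209 and 0.259 CPM in a single library, the counts scaled to an equal library total. Fold bounds for a group took the floor of 3 counts over both of its libraries together. Intervals and floors cover counting error only, since amplified fragments are not independent molecules.

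Genes were kept by filterByExpr of edgeR (minimum count 10, minimum total 15, by group), which left 20377 genes holding 99.79 to 99.87% of the counts of each library. A total of 20991 gene names had no count in any library. Library sizes were scaled by the trimmed mean of M-values (TMM), and CPM values below are on the scaled sizes. A quasi-likelihood negative binomial model with 1 mean per group was fitted to all 12 libraries with edgeR 4.0.16, limma 3.58.1 and R 4.3.3. Common biological variation came to 10.1%. Each of 13 contrasts was tested with a 2-sided quasi-likelihood F-test, and genes were called at a Benjamini-Hochberg adjusted p under 0.05 within the contrast. The contrasts were EWS-FLI1 against empty vector in each ARID1A state and averaged over the 3 states, each pair of ARID1A states with EWS-FLI1 and with the empty vector, and the 3 differences between states in the effect of EWS-FLI1 (interactions). The standard error (SE) of a log2 fold change is its size divided by the square root of F.

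Sets of genes were tested with fry (2-sided, 12 interaction tests adjusted together, and 2 tests of the literature lists in the average contrast adjusted together). The EF-induced set held the genes called in the average contrast with a log2 rise of at least 1, and the EF-repressed set those with a fall. Where fewer than 20 genes passed the log2 limit, all called genes of that direction were taken, which applied to the EF-repressed set. ARID1A, FLI1 and EWSR1 were left out of both. Lists of EWS-FLI1 targets and of SWI/SNF subunits were written from general knowledge. The camera test was run with a preset correlation of 0.01 and with an estimated correlation. The groups, contrasts, tests, lists, sets and the rule for naming genes were fixed before the data were examined. The rule named ARID1A, FLI1 and EWSR1 in every library, then for the average contrast the 5 genes with the largest rise and the 5 with the largest fall, and for every other contrast up to 3 of each. A named gene had a symbol, an adjusted p under 0.05, a mean of at least 1 CPM in the groups compared and, for 2 groups, no overlap between their libraries. Called members of the fixed lists could also be named. ENSG00000215835, the EWSR1 interaction, and the lists of heat-shock genes, small nucleolar RNA (snoRNA) host genes, ribosomal-protein genes and other 5′ terminal oligopyrimidine mRNAs were chosen after their values were seen. The 72 set tests of those later lists were adjusted together. Tests repeated after thinning, after removal of trends or on part of a list were adjusted over the 3 interactions, and 8 tests of snoRNA host genes against the other classes were adjusted together.

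The procedure was tested on simulated data with 19543 genes, of which 200 were changed. It recovered 81% of the changed genes for EWS-FLI1 in WT, 85.5% in the average contrast, 71.5% in the interaction of WT with no ARID1A and 68% in that of ΔIDR1b with no ARID1A. In these contrasts it made 10, 6, 7 and 8 calls of genes that had not been changed. It made 0 calls in the interaction of ΔIDR1b with WT, in which no gene had been changed. With the block within each vector it recovered 72% in the interaction of WT with no ARID1A, with 7 calls of unchanged genes, and made 0 calls in that of ΔIDR1b with WT. The simulated libraries held no difference between repeats, so they do not test the block where such a difference exists. Changed genes had a mean above 1 CPM and an absolute log2 change of at least 1, so the recovery of genes with smaller changes was not measured. For a simulated set without a change fry gave a p of 0.969, and for a set raised by 0.5 on the log2 scale it gave 6.24e-05. For the difference of these sets, with weights of opposite sign, it gave 0.00154.

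Alternatives were RLE and upper-quartile scaling, the DESeq2 1.42.0 Wald test, no low-count filter beyond 1 count in total, a mean of at least 1 CPM, only the libraries compared, a replicate block, an absolute log2 fold change of at least 1, both camera tests, sets by adjusted p alone, and each library left out in turn. Removal of trends with GC content and exonic length, the EF-induced set without ENSG00000215835, and a block on the repeat number within each vector, alone and with the trends removed, were added after the data had been seen. That block was applied to comparisons of ARID1A states within a vector and to interactions. For EWS-FLI1 against the empty vector it would leave no error between batches. GC content was taken from the longest transcript of the gene in GENCODE release 29, the release at hand, and covered 96.5% of the genes tested. Exonic overlap between genes was computed with bedtools 2.31.1 from the exons in the authors' files. Sequences were compared with blastn 2.17.0. Tables and plots were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The deletion of IDR1b cannot be seen in counts per gene, and the sequence reads were not analysed here.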

Results

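Gene expression was measured by polyA RNA sequencing in HEK-293T cells, a human embryonic kidney line, whose ARID1A gene had been knocked out. ARID1A is a DNA-binding subunit of the SWI/SNF (BAF) chromatin remodelling complex. EWS-FLI1 is the fusion of the N-terminal part of EWSR1 with the DNA-binding part of FLI1 that drives most Ewing sarcomas. IDR1b is a segment of ARID1A within one of its intrinsically disordered regions, stretches of protein without a fixed fold. The knockout cells were given an empty vector, WT ARID1A or ΔIDR1b ARID1A, here called the 3 ARID1A states, and EWS-FLI1 or an empty vector on top. The states are written as no ARID1A, WT and ΔIDR1b. Each of the 6 groups held 2 libraries. The stated purpose was the role of IDR1b in transcriptional regulation by EWS-FLI1.

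The libraries of no ARID1A held 13845881 and 13613966 counts with the empty vector, and 11880664 and 11702251 with EWS-FLI1. For WT the totals were 14445379 and 13946071 with the empty vector and 13873202 and 13634265 with EWS-FLI1. For ΔIDR1b they were 12893088 and 13172129 with the empty vector and 13147699 and 13719199 with EWS-FLI1. Values below are TMM-scaled CPM computed from the authors' unnormalized counts. Between the 2 libraries of a group, the chi-square over genes with at least 10 counts, divided by its degrees of freedom, ran from 3.02 for no ARID1A with EWS-FLI1 to 12.1 for WT with EWS-FLI1, so every pair differed beyond sampling noise. Pearson's r of log2 CPM across genes, which are not independent replicates, ran from 0.976 to 0.983 within the pairs.

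The counts of the introduced genes were compared first. ARID1A (chromosome 1, 26693236 to 26782104, GRCh38, as are all positions below) stood at 156 ± 12.1 CPM (SD, n = 2) in the knockout cells with both empty vectors and at 159.8 ± 3.68 CPM (SD, n = 2) with EWS-FLI1, so transcripts of the gene remained counted in the knockout. In WT it reached 2056 ± 25.8 CPM (SD, n = 2) with the empty vector and 2067 ± 317 CPM (SD, n = 2) with EWS-FLI1. In ΔIDR1b it reached 2787 ± 130 CPM (SD, n = 2) with the empty vector and 2615 ± 9.03 CPM (SD, n = 2) with EWS-FLI1. The ΔIDR1b level was therefore 1.36 times that of WT with the empty vector (log2 fold change 0.44, SE 0.09, adjusted p = 6.91e-04, edgeR quasi-likelihood test, Benjamini-Hochberg) and 1.27 times with EWS-FLI1 (log2 fold change 0.34, SE 0.09, adjusted p = 0.00973). The latter call was lost when only the libraries compared were fitted (adjusted p = 0.128, with a range of 2.04e-04 to 0.128 over the alternatives), and both fall short of a log2 limit of 1.

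FLI1 (chromosome 11, 128686535 to 128813267) had 0 counts in both no-ARID1A libraries with the empty vector, 1 count in WT and 3 counts in ΔIDR1b. With EWS-FLI1 it reached 1759 ± 100 CPM (SD, n = 2) in no ARID1A, at least 15700-fold higher than a floor of 3 counts over both empty-vector libraries together. Against the floor of 3 counts in a single library (at most 0.224 CPM), the lowest library was 7530-fold higher. It reached 3568 ± 151 CPM (SD, n = 2) in WT, 95700 times the empty-vector level (95% counting interval 17200 to 3780000), and 1897 ± 13.2 CPM (SD, n = 2) in ΔIDR1b, 17500 times that level (95% counting interval 5990 to 84800). Among the libraries with EWS-FLI1, FLI1 in WT was 2.03 times that in no ARID1A (log2 fold change 1.02, SE 0.09, adjusted p = 7.88e-10) and 1.88 times that in ΔIDR1b. The ΔIDR1b level was 1.08 times that of no ARID1A (log2 fold change 0.11, SE 0.09, adjusted p = 0.367), a difference that was not called. EWSR1 (chromosome 22, 29268009 to 29300525), whose count joins the endogenous gene and the fusion, rose from 529.6 ± 2.34 to 2043 ± 94.2 CPM in no ARID1A, from 527 ± 44.9 to 3595 ± 188 CPM in WT and from 389 ± 3.81 to 2058 ± 20.4 CPM in ΔIDR1b (SD, n = 2 each).

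**Figure D1:**
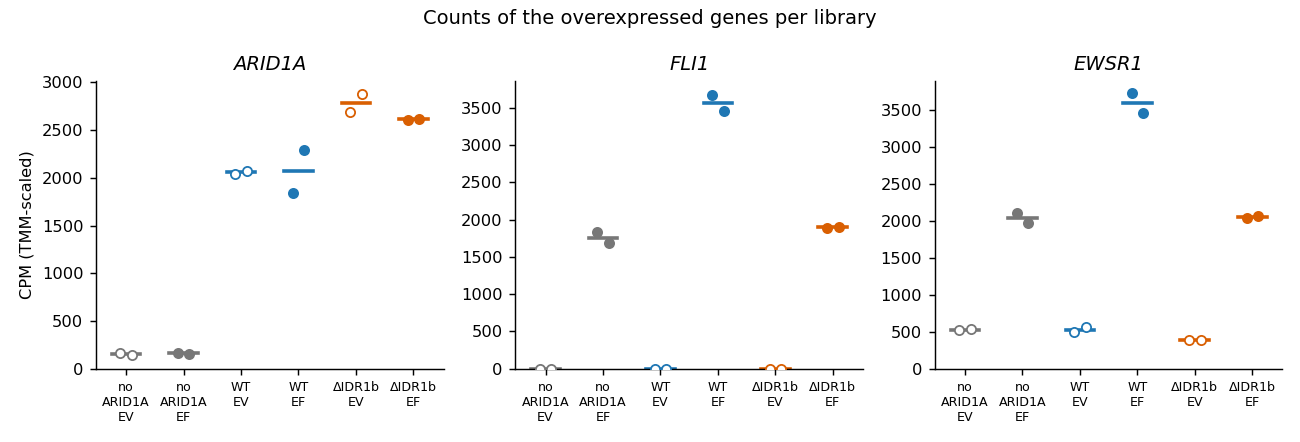
Counts of ARID1A, FLI1 and EWSR1 in TMM-scaled CPM for each library (points) with the group mean (lines), by ARID1A state and by empty vector (EV) or EWS-FLI1 (EF). With EWS-FLI1 the FLI1 mean was 3568 CPM in WT, against 1759 CPM in no ARID1A and 1897 CPM in ΔIDR1b.

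In a principal component analysis of log2 CPM, the first component held 41.9% of the variance and ordered the ARID1A states. The no-ARID1A libraries lay between -57 and -52.5, the WT libraries between -18.1 and 6.2, and the ΔIDR1b libraries between 56.2 and 68.2. The second component held 13.7% and set WT (31.7 to 44.3) apart from the other states. The third held 7.2%, with all libraries with EWS-FLI1 at positive and all with the empty vector at negative values. On it the 2 WT libraries with EWS-FLI1 lay at 43.8 and 2.8.

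**Figure D2:**
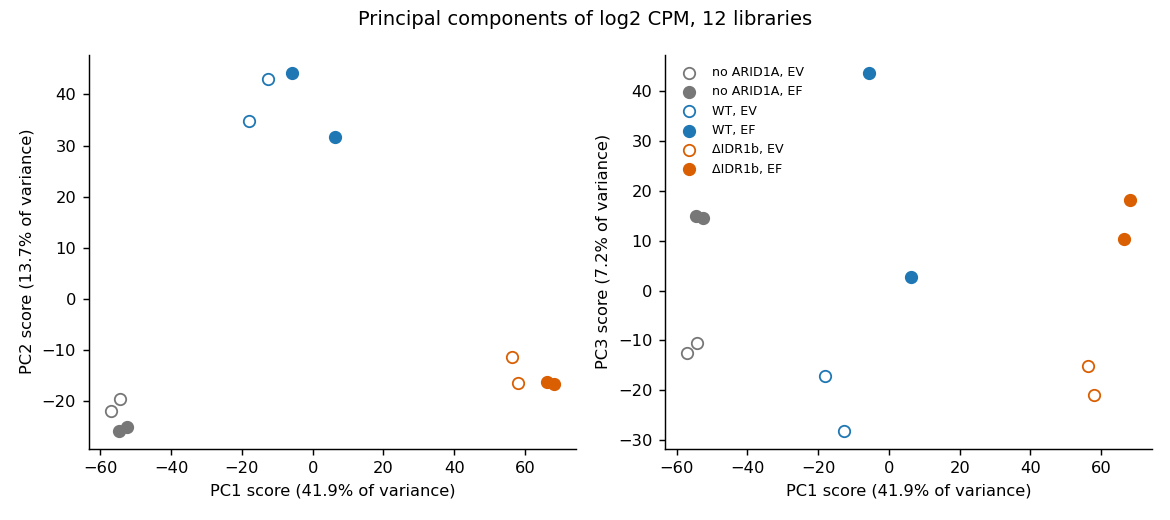
Principal components of log2 CPM over the genes tested, 1 point per library, coloured by ARID1A state, open for the empty vector and filled for EWS-FLI1. The first component runs from -57 in a no-ARID1A library to 68.2 in a ΔIDR1b library.

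The first comparisons asked which genes changed with EWS-FLI1 in each ARID1A state. At an adjusted p under 0.05, 9 genes changed in no ARID1A (8 higher, 1 lower), 45 in WT (31 higher, 14 lower) and 35 in ΔIDR1b (25 higher, 10 lower). Averaged over the 3 states, 95 genes changed (60 higher, 35 lower). The removal of trends with GC content and length moved the counts of the single states most, to 17, 106 and 96 genes. The average count moved most, to 316, without replicate 2 of WT with EWS-FLI1, and it was 160 without replicate 1. The same removals gave 74 and 73 genes in ΔIDR1b, and 15 genes each in no ARID1A, although neither comparison contains those libraries, since all 12 share 1 estimate of the spread. With FLI1, EWSR1 and ARID1A left out, 50 genes were called in at least 1 state, 26 in both WT and ΔIDR1b, and 6 in all 3 states (ENSG00000215835, HSPA6, LINC00659, LRRC4, SGK1 and THBD). A gene called in one state and not in another is not thereby shown to differ between them, and the interactions below test that.

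In the average contrast the largest rises were those of THBD (log2 fold change 3.61, SE 0.29, adjusted p = 1.36e-10), LINC00659 (3.09, SE 0.22, adjusted p = 2.58e-12), NTSR1 (2.94), PHOSPHO1 (2.18) and LRRC4 (2.14). THBD (chromosome 20, 23045633 to 23049672), which encodes thrombomodulin, stood at 0.0746 ± 0.00031 CPM with the empty vector and 1.46 ± 0.86 CPM with EWS-FLI1 in no ARID1A, at 0.857 ± 0.37 and 11.4 ± 0.48 CPM in WT, and at 0.794 ± 0.09 and 6.35 ± 0.53 CPM in ΔIDR1b (SD, n = 2 each). The empty-vector level of THBD in no ARID1A lay under the floor of 3 counts (0.223 and 0.224 CPM in these libraries). Its small SD there does not measure the spread, and the fold change of THBD in no ARID1A is poorly bounded. LINC00659 (chromosome 20, 62772980 to 62776996), a long noncoding RNA, rose from 1.01 ± 0.69 to 5.16 ± 2.5 CPM in no ARID1A, from 1.38 ± 1.1 to 19.8 ± 1.6 CPM in WT and from 1.59 ± 0.13 to 13.7 ± 1.0 CPM in ΔIDR1b (SD, n = 2 each). Its call in no ARID1A was lost in the DESeq2 test (adjusted p = 0.499, range over the alternatives 3.25e-07 to 0.499). That of LRRC4 was lost when only the libraries compared were fitted (adjusted p = 0.0576, range 6.70e-05 to 0.0576). NTSR1 (chromosome 20, 62708836 to 62762771) had 2 counts in WT with the empty vector and 72 with EWS-FLI1, a ratio of 36.5 (95% counting interval 9.74 to 307). TG (chromosome 8, 132866958 to 133134903), the largest rise in ΔIDR1b, went from 3 to 85 counts, a ratio of 27.5 (95% counting interval 9.09 to 136). ENSG00000215835 (chromosome 1, 166275629 to 166277597), chosen after its values were seen, rose by 6.62 on the log2 scale (SE 0.15, adjusted p = 1.18e-27). Its sequence was 96.2% identical to part of an EWSR1 transcript.

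The largest falls in the average contrast were those of HSPA6 (log2 fold change -4.22, SE 0.17, adjusted p = 1.25e-19), HSPA1B (-1.65, SE 0.09), HSPA1A (-1.55, SE 0.19), DNAJB1 (-1.40, SE 0.06, adjusted p = 1.29e-17) and MYOF (-0.69, SE 0.13, adjusted p = 0.00467). The first 4 of these encode heat-shock proteins or their partners. HSPA1A (chromosome 6, 31815543 to 31817946) and HSPA1B (chromosome 6, 31827738 to 31830254) are near-identical copies, and 36.6% of the exonic bases of HSPA1B overlap exons of another gene, so their counts leave out shared fragments. In WT alone the log2 fold change was -5.65 for HSPA6 (SE 0.31, adjusted p = 3.76e-15), -2.15 for DNAJB1 (SE 0.11, adjusted p = 1.19e-15) and -2.06 for HSPA1B (SE 0.17, adjusted p = 1.44e-10). In ΔIDR1b alone it was -5.50 for HSPA6 (SE 0.30, adjusted p = 2.86e-15), -2.43 for HSPA1B (SE 0.17, adjusted p = 2.27e-12) and -2.21 for HSPA1A (SE 0.35, adjusted p = 3.34e-04), the last not called in the DESeq2 test (adjusted p = 0.145, range over the alternatives 2.69e-12 to 0.145). In no ARID1A HSPA6 was the 1 gene called lower (-1.49, SE 0.23, adjusted p = 0.00109).

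Lists of known EWS-FLI1 targets were examined in the same contrasts. Of 29 genes reported as activated by EWS-FLI1 in Ewing sarcoma, 24 were tested. In the average contrast their median log2 fold change was 0.12 (fry adjusted p = 0.0134, 18 of 24 higher, camera with an estimated correlation 0.0415). Over all genes tested 3 of them were called, CCND1 (0.42, SE 0.08) and UGT3A2 (0.63, SE 0.15) higher and ID2 (-0.31, SE 0.06) lower, and 6 were called when adjusted over the list alone. Of 13 genes reported as repressed, 12 were tested, with a median of -0.06 (fry adjusted p = 0.139), not past the threshold. Over all genes 2 of these were called, CCN1 lower (-0.50, SE 0.06, adjusted p = 1.65e-06) and PHLDA1 higher (0.66, SE 0.16, adjusted p = 0.0351), and 3 when adjusted over the list alone. None of the 19 SWI/SNF subunit genes tested was called with EWS-FLI1 in the average contrast, over all genes or adjusted over the list alone, where 1610 of all genes had an unadjusted p under 0.05.

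The interactions asked whether the effect of EWS-FLI1 differed between ARID1A states. Between WT and no ARID1A 5 genes differed, HSPA6, DNAJB1, HSPA1B, PTGS2 and EWSR1. Between ΔIDR1b and no ARID1A 4 differed, the same without EWSR1. Between ΔIDR1b and WT 0 genes differed, where 741 had an unadjusted p under 0.05. With the repeat number as a block within each vector, 16, 4 and 10 genes were called, and 27, 10 and 5 when GC and length trends were removed as well, with the first 5 and 4 genes among them. The 10 genes between ΔIDR1b and WT, named after their values were seen, all had a higher log2 effect of EWS-FLI1 in ΔIDR1b than in WT. They were RPL37A, RPL38, RPS21, RPS27, RPS28, RPS29, RPS2P5, ROMO1 and SEC61G (log2 0.52 to 0.87, adjusted p from 3.13e-04 to 0.0423) and FLJ13224, which had 3 counts in ΔIDR1b with the empty vector. Each had an adjusted p of 1 without the block, and 4 of the 10 were called with the block and without the trends. Leaving out single libraries of the groups not compared left the counts at 5, 4 and 0. Both interactions with no ARID1A share its libraries. Their Pearson's r across genes was 0.483, against a mean of 0.506 in 20 simulations without any change, so their agreement over all genes did not exceed what shared libraries give. In the same simulations at most 0 genes were called in both, against 4 observed, in data where few calls of any kind arise.

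HSPA6 (chromosome 1, 161524540 to 161526894) changed with EWS-FLI1 from 11.7 ± 0.73 to 4.16 ± 0.14 CPM in no ARID1A, from 23.2 ± 2.6 to 0.454 ± 0.32 CPM in WT and from 24.3 ± 2.8 to 0.526 ± 0.056 CPM in ΔIDR1b (SD, n = 2 each). Its interaction was -4.15 on the log2 scale (SE 0.43, adjusted p = 3.22e-07) for WT and -4.01 (SE 0.41, adjusted p = 2.97e-07) for ΔIDR1b. DNAJB1 (chromosome 19, 14514769 to 14560391) changed from 238 ± 2.5 to 207 ± 19 CPM in no ARID1A, from 317 ± 35 to 71.3 ± 3.1 CPM in WT and from 198 ± 23 to 55.2 ± 6.2 CPM in ΔIDR1b (SD, n = 2 each). Its interaction was -1.95 (SE 0.16, adjusted p = 7.69e-10) for WT and -1.64 (SE 0.16, adjusted p = 8.54e-08) for ΔIDR1b. For HSPA1B the interaction was -1.61 (SE 0.23, adjusted p = 2.61e-04) for WT and -1.98 (SE 0.23, adjusted p = 3.20e-06) for ΔIDR1b. The WT call of HSPA1B was lost in the DESeq2 test (adjusted p = 1, range over the alternatives 2.18e-28 to 1). PTGS2 (chromosome 1, 186671791 to 186680922), which encodes cyclooxygenase-2, changed from 27.4 ± 2.8 to 33.2 ± 1.6 CPM in no ARID1A, from 27.6 ± 1.0 to 79.4 ± 11 CPM in WT and from 14.4 ± 1.9 to 44.7 ± 2.6 CPM in ΔIDR1b (SD, n = 2 each). Its interaction was 1.25 (SE 0.20, adjusted p = 0.00145) for WT and 1.36 (SE 0.20, adjusted p = 7.03e-04) for ΔIDR1b. EWSR1, named after its values were seen, had an interaction of 0.82 (SE 0.12, adjusted p = 6.17e-04) for WT and 0.46 (SE 0.12, adjusted p = 1) for ΔIDR1b, the latter called among the alternatives only after removal of GC and length trends (adjusted p = 0.0478, and 0.0106 with the block within each vector, range 0.0106 to 1).

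**Figure D3:**
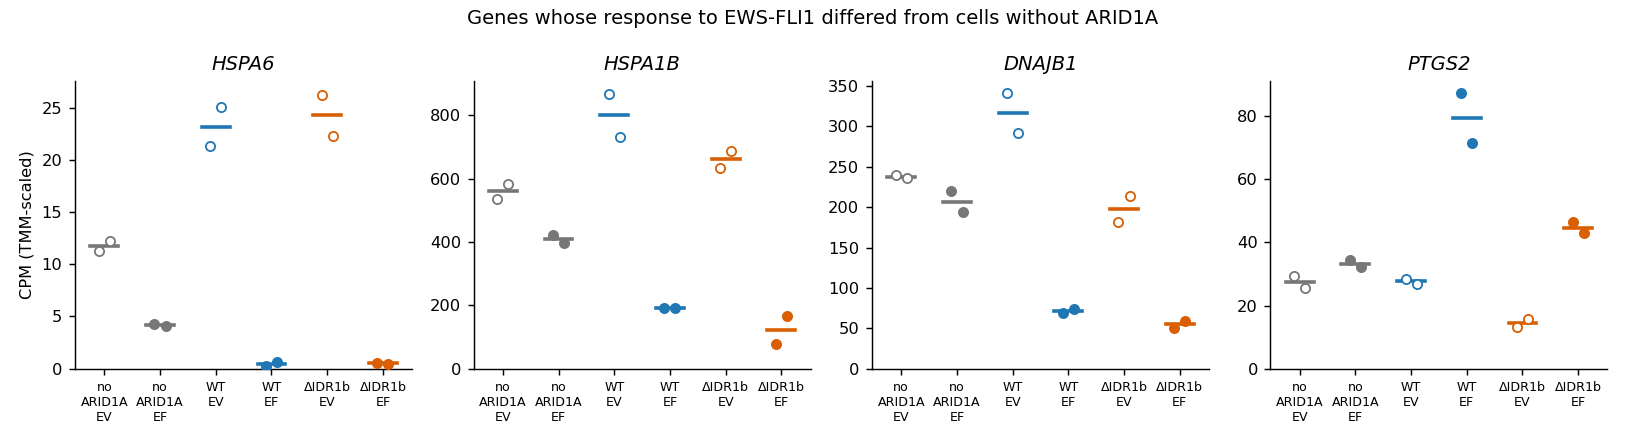
Counts of HSPA6, HSPA1B, DNAJB1 and PTGS2 in TMM-scaled CPM for each library (points) with the group mean (lines), by ARID1A state and by empty vector (EV) or EWS-FLI1 (EF). With EWS-FLI1, DNAJB1 went from 317 to 71.3 CPM in WT and from 198 to 55.2 CPM in ΔIDR1b, against 238 to 207 CPM in no ARID1A.

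The same question was asked of sets of genes. In the EF-induced set of 22 genes the median log2 effect of EWS-FLI1 was 1.95 in no ARID1A, 2.42 in WT and 2.05 in ΔIDR1b. With genes at 3 or fewer counts placed at their bound, of which there were 8, 4 and 4, the medians were 1.45, 2.36 and 2.06. The median interaction was 0.86 between WT and no ARID1A (fry adjusted p = 0.0308, 16 of 22 genes higher, 0.92 with the bounds), and not past the threshold with the block within each vector (0.87, adjusted p = 0.0709, range over the alternatives 4.43e-08 to 0.0709). It was 0.65 between ΔIDR1b and no ARID1A (adjusted p = 0.213, 14 of 22 higher, 0.70 with the bounds), and without replicate 2 of no ARID1A with the empty vector it was -0.07. It was -0.58 between ΔIDR1b and WT (adjusted p = 0.213, 15 of 22 lower, -0.33 with the bounds). In the EF-repressed set of 35 genes the median effect of EWS-FLI1 was -0.22 in no ARID1A, -0.47 in WT and -0.45 in ΔIDR1b. Its median interaction was -0.30 between WT and no ARID1A (adjusted p = 0.00512, 29 of 35 lower), -0.26 between ΔIDR1b and no ARID1A (adjusted p = 0.00512, 32 of 35 lower) and 0.00 between ΔIDR1b and WT (adjusted p = 0.995). Both sets were chosen on these libraries by the average effect, so their effects within states are not independent evidence. The preset camera test also called the EF-induced set between ΔIDR1b and no ARID1A (adjusted p = 0.0035) and between ΔIDR1b and WT (adjusted p = 0.00539), which held neither under fry nor with the estimated correlation (0.108 and 0.117). The 3 calls made with fry held under both camera tests. None of the 6 tests of the literature lists was called, with adjusted p from 0.72 to 0.998.

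**Figure D4:**
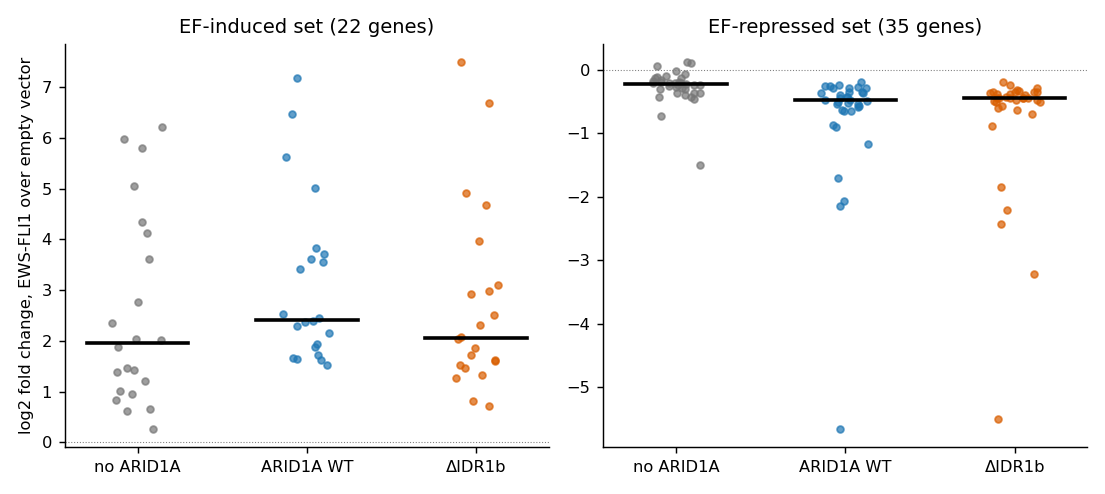
Log2 fold change with EWS-FLI1 against the empty vector in each ARID1A state for the members of the EF-induced set (22 genes) and the EF-repressed set (35 genes), 1 point per gene with the median as a line. The medians of the EF-repressed set were -0.22, -0.47 and -0.45 in no ARID1A, WT and ΔIDR1b.

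The remaining comparisons asked what each form of ARID1A changed in the knockout cells, with and without EWS-FLI1. With EWS-FLI1, WT differed from no ARID1A in 3684 genes (1981 higher, 1703 lower), ΔIDR1b from no ARID1A in 7321 (3680 higher, 3641 lower) and ΔIDR1b from WT in 3785 (1727 higher, 2058 lower). With the empty vector the counts were 2381 (1324 higher, 1057 lower), 6778 (3349 higher, 3429 lower) and 4995 (2267 higher, 2728 lower). With the block within each vector the first of these was 3606 (2056 higher, 1550 lower). The alternative that moved these counts most was an absolute log2 fold change of at least 1, which left 908 genes for WT against no ARID1A with EWS-FLI1 and 521 with the empty vector. The split into higher and lower depended on the scaling. Upper-quartile factors gave 1505 higher and 2062 lower for WT against no ARID1A with EWS-FLI1, 898 higher and 1381 lower with the empty vector, and 2791 higher and 2184 lower for ΔIDR1b against WT with the empty vector.

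Comparisons that share no library were set side by side. For WT against no ARID1A, log2 fold changes with the empty vector and with EWS-FLI1 had a Pearson's r of 0.686 and a Spearman's rho of 0.686 across the 16694 genes with a mean of at least 1 CPM, and 1704 of the 1707 genes called in both went the same way. For ΔIDR1b against no ARID1A r was 0.869 and rho 0.847, with 5330 of 5333 the same way. For ΔIDR1b against WT r was 0.761 and rho 0.769, with 2772 of 2772 the same way. Between WT against no ARID1A with EWS-FLI1 and ΔIDR1b against WT with the empty vector r was 0.19 and rho 0.129, and of 1244 genes called in both 883 went the same way and 361 opposite ways. In the reverse assignment of vectors r was 0.0659 and rho -0.00574, with 393 of 653 the same way and 260 opposite. These correlations are across genes, which are not independent replicates.

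Among the named genes, KRT17 (chromosome 17, 41619442 to 41624842), a keratin gene, showed a large rise with both forms of ARID1A. With the empty vector it stood at 1.79 ± 1.5 CPM in no ARID1A, 348 ± 35 CPM in WT and 266 ± 4.3 CPM in ΔIDR1b (SD, n = 2 each). Its log2 fold change against no ARID1A was 7.60 (SE 0.23, adjusted p = 6.72e-23) for WT and 7.21 (SE 0.23, adjusted p = 3.55e-22) for ΔIDR1b. With EWS-FLI1 it was 7.96 and 7.48. TNC (3.75, SE 0.32) and CCN3 (3.51, SE 0.46) were the other largest rises for WT with EWS-FLI1. CCN4 (chromosome 8, 133191039 to 133231690) had 0 counts in no ARID1A with the empty vector and was at least 21.7-fold higher in WT and at least 43.9-fold higher in ΔIDR1b. MIR22HG was at least 19.4-fold higher in ΔIDR1b with the empty vector. With EWS-FLI1, MT-TR was at least 24.2-fold higher in ΔIDR1b than in no ARID1A, and THBS2 went from 1 to 80 counts, a ratio of 65.4 (95% counting interval 11.4 to 2610).

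The largest falls against no ARID1A were mostly of short or noncoding transcripts. With EWS-FLI1, MIR6747 was at least 30.6-fold lower in ΔIDR1b, AIRN at least 24.1-fold lower, and a U6 pseudogene (chromosome 12, 124901512 to 124901611) at least 23.2-fold lower. Of the 57 counts of that pseudogene in no ARID1A, 49 lay in replicate 1 (2.43 ± 2.5 CPM, SD, n = 2), without which it was at least 6.57-fold lower. In WT, MIR6747 had 3 counts against 75, a ratio of 28.4 (95% counting interval 9.35 to 141), ARHGAP6 had 3 against 56, a ratio of 21.2 (95% counting interval 6.89 to 106), and SNORD14E fell by 4.43 on the log2 scale (SE 0.50, adjusted p = 8.84e-08). With the empty vector, H2BC17 (-3.21, SE 0.70), PDCD1 (-2.96, SE 0.87) and HNRNPMP1 (-2.70, SE 0.64) fell furthest in WT. In ΔIDR1b, PMS2P7 had 1 count against 57, a ratio of 58.8 (95% counting interval 10.1 to 2360, and 39.1 without replicate 2 of no ARID1A, with an interval of 6.21 to 1620), NXT1-AS1 had 3 against 137, a ratio of 47.1 (95% counting interval 15.8 to 231), and SNORD14E had 3 against 131, a ratio of 45.0 (95% counting interval 15.1 to 221). PolyA libraries capture short RNAs poorly, and exons of other genes overlap 31.2% of the exonic bases of THBS2 and 33.2% of those of PMS2P7.

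The comparison of ΔIDR1b with WT in the presence of EWS-FLI1 does not isolate the deletion of IDR1b. FLI1 in WT was 1.88 times that in ΔIDR1b, and ARID1A in ΔIDR1b was 1.27 times that in WT. The largest rises in ΔIDR1b against WT with EWS-FLI1 were ADA2 (log2 fold change 3.86, SE 0.78, adjusted p = 6.65e-04), IQCN (3.01, SE 0.64) and HES5 (2.95, SE 0.78). The largest falls were PNN-AS1 (-4.26, SE 0.44, adjusted p = 2.00e-08), KRT8P36 (-3.78, SE 0.36, adjusted p = 2.58e-09) and NCBP2-AS1 (-3.40, SE 0.67). ADA2 (chromosome 22, 17178790 to 17258235) stood at 0.151 ± 0.00075 CPM in WT and 2.32 ± 0.23 CPM in ΔIDR1b, and KRT8P36 (chromosome 3, 138101478 to 138102917) at 7.85 ± 0.49 and 0.562 ± 0.21 CPM (SD, n = 2 each). In the same comparison with the empty vector the largest rises were LCMT2 (3.69, SE 0.50), BCDIN3D (3.43, SE 0.48) and GPRASP1 (3.38, SE 0.81). The largest falls were RNF103-CHMP3 (-3.95, SE 0.39), a readthrough gene with 84.4% of its exonic bases in other genes, SCARNA4 (-3.26, SE 0.55) and FLJ13224, which had 3 counts against 51, a ratio of 17.5 (95% counting interval 5.67 to 87.8). Without replicate 2 of WT, which held 42 of the 51, the ratio was 6.18 (95% counting interval 1.54 to 35.5).

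**Figure D5:**
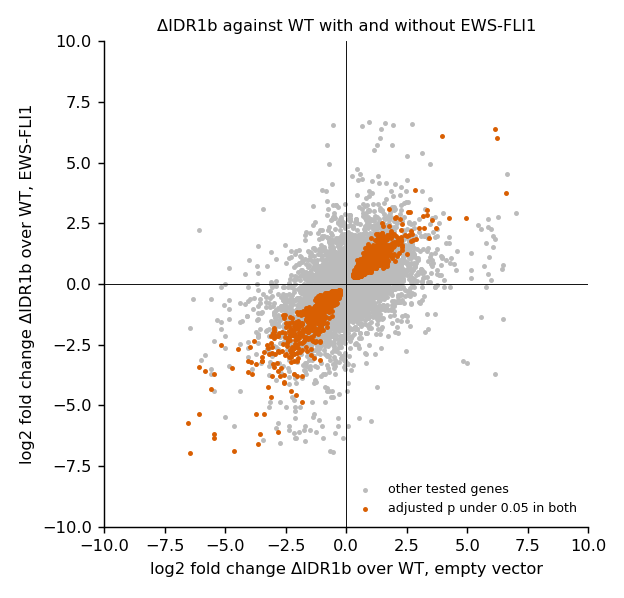
Log2 fold change of ΔIDR1b against WT with the empty vector (horizontal axis) and with EWS-FLI1 (vertical axis), 1 point per gene tested, with genes called in both comparisons in orange. All 2772 of these had the same sign, and Pearson's r was 0.761 across the 16694 genes with a mean of at least 1 CPM.

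Of the 19 SWI/SNF subunit genes, 6 differed between WT and no ARID1A with EWS-FLI1 (7 adjusted over the list alone), 10 between ΔIDR1b and no ARID1A (11 over the list alone) and 6 between ΔIDR1b and WT (9 over the list alone). The counts with the empty vector were 4, 6 and 6 (7, 7 and 7 adjusted over the list alone). SMARCE1 had the largest change, with a log2 fold change of -0.80 (SE 0.20) for WT and -1.99 (SE 0.22, adjusted p = 1.12e-08) for ΔIDR1b against no ARID1A with EWS-FLI1, and -1.84 (SE 0.22, adjusted p = 3.67e-08) for ΔIDR1b with the empty vector. ARID1B, the paralog of ARID1A, was lower in WT (-0.55, SE 0.11) and ΔIDR1b (-0.66, SE 0.11) than in no ARID1A with EWS-FLI1, and with the empty vector (-0.45 and -0.49, SE 0.11 each). Of the 24 activated EWS-FLI1 targets, 6 differed between WT and no ARID1A with EWS-FLI1, 13 between ΔIDR1b and no ARID1A, and 4 between ΔIDR1b and WT (9, 13 and 4 adjusted over the list alone). Of the 12 repressed targets, 8, 8 and 3 differed in these comparisons (8, 8 and 3 adjusted over the list alone).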

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

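Some tests in this part were chosen only after the results had been seen. They were those with thinned counts, with GC and length trends removed, with the block within each vector, of the heat-shock list, and of sets without some of their members. The comparisons of FLI1 levels were planned, and their use in weighing the results below was not. Groups of 2 libraries were not tested for a library that lies far from the rest of its group.

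The effect of EWS-FLI1 differed between ARID1A states for 5 genes in the interaction of WT with no ARID1A: HSPA6 (-4.15), DNAJB1 (-1.95), HSPA1B (-1.61), PTGS2 (1.25) and EWSR1 (0.82, all log2). It differed for 4 genes in that of ΔIDR1b with no ARID1A: HSPA6 (-4.01), HSPA1B (-1.98), DNAJB1 (-1.64) and PTGS2 (1.36). When each library of the groups compared was left out in turn, the HSPA1B value for ΔIDR1b ranged from -2.62 to -1.53, at its ends without one or the other ΔIDR1b library with EWS-FLI1. The HSPA6 value for WT ranged from -5.13 to -3.57.

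Of these genes, HSPA6, HSPA1B and DNAJB1 encode heat-shock proteins or their partners. Unequal library size and GC or length bias are argued against, since after thinning to 11702251 counts per library, and after removal of the trends, all 3 were still called in WT and in ΔIDR1b, with and without the block within each vector. A higher level in the empty-vector libraries alone is argued against, since with EWS-FLI1 all 3 were called lower than in no ARID1A. In WT the log2 fold changes were -3.17, -1.09 and -1.54 (adjusted p at most 9.36e-06), and in ΔIDR1b -2.96, -1.74 and -1.91 (adjusted p at most 7.59e-08). With the empty vector the 3 genes were also higher in WT (0.98, 0.51 and 0.41), and HSPA6 in ΔIDR1b (1.05, adjusted p = 9.56e-05), which may account for part of these interactions. With the block, HSPA1B was also called higher in ΔIDR1b with the empty vector (0.24, adjusted p = 0.0458) and DNAJB1 lower (-0.26, adjusted p = 0.0148). For ΔIDR1b a higher EWS-FLI1 transcript level is argued against, since FLI1 was 1.08 times that of no ARID1A. For WT that level cannot be told apart from an effect of ARID1A. FLI1 in WT was 1.88 times that in ΔIDR1b, and the 3 interactions did not differ between these states (adjusted p = 1 each), a result that does not exclude a response that levels off. For ΔIDR1b a dependence of the repression of these 3 genes on ARID1A that does not need IDR1b is a candidate explanation. Reads shared between HSPA1A and HSPA1B were not separated for HSPA1B. A different stress from transfection between the cultures of 1 group, or a clonal difference between the lines, was not tested.

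A list of 25 heat-shock genes, 24 of them tested, was lower with EWS-FLI1 in WT (median -0.38, fry adjusted p = 6.11e-04, 24 of 24 lower). It was also lower in ΔIDR1b (-0.21, adjusted p = 9e-04, 21 of 24 lower), and not past the threshold in no ARID1A (-0.1, adjusted p = 0.0616, 21 of 24 lower). Whether the response of the class differed between states stayed open. The list had a median interaction of -0.32 between WT and no ARID1A (fry adjusted p = 0.00717, 20 of 24 lower) and of -0.12 between ΔIDR1b and no ARID1A (adjusted p = 0.0149, 18 of 24 lower). It holds the 3 genes above, and the other 21 did not pass the threshold, with medians of -0.25 (adjusted p = 0.130, 17 of 21 lower) and -0.08 (adjusted p = 0.269, 15 of 21 lower). With the block within each vector the call of the whole list for WT depended on the adjustment. Adjusted together with the other later lists, the whole list passed the threshold for WT (adjusted p = 0.0361) and not for ΔIDR1b (adjusted p = 0.0564). Adjusted over the 3 interactions, as the 21 genes were, it passed for neither (adjusted p = 0.0511 each).

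PTGS2 rose with EWS-FLI1 in WT and ΔIDR1b in all libraries of those groups. Unequal library size is argued against, since its interaction was still called after thinning (adjusted p = 0.00197 for WT and 3.00e-04 for ΔIDR1b), and so is GC or length bias, since it was called after removal of the trends (adjusted p = 1.95e-06 and 4.84e-06). The level with the empty vector alone is argued against, since with EWS-FLI1 the gene was higher than in no ARID1A (1.26 in WT and 0.43 in ΔIDR1b, adjusted p = 4.24e-08 and 0.0147). In ΔIDR1b it was lower with the empty vector (-0.93, adjusted p = 1.01e-05), which may account for part of that interaction. A higher EWS-FLI1 level is argued against for ΔIDR1b by the FLI1 ratio of 1.08, and for WT, at 2.03, it cannot be told apart from an effect of ARID1A because the level and the state go together. PTGS2 is a member of the EF-induced set treated next.

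The EF-induced set differed between WT and no ARID1A by a median of 0.86 (fry adjusted p = 0.0308), a call that was lost with the block within each vector (0.87, adjusted p = 0.0709). Fragments of the fusion that may have been counted to the pseudogene ENSG00000215835 are not the whole cause, since without that gene the adjusted p was 0.0305. Genes near the counting floor are not the whole cause, although 9 of the 22 members had 3 or fewer counts in a group. The 13 members with more than 48 counts over all empty-vector libraries, a limit that treats the states alike and leaves out those 9, had a median of 0.92 (13 of 13 higher, adjusted p = 0.00158, and 0.00711 with the block). The other limits tried, from 9 to 60 counts, gave a call in both fits. The same 13 members also differed between ΔIDR1b and no ARID1A (median 0.65, 10 of 13 higher, adjusted p = 0.0081, and 0.0183 with the block). Between ΔIDR1b and WT their median was -0.38 (4 of 13 higher, adjusted p = 0.0393), a call lost with the block (adjusted p = 0.0504). A higher EWS-FLI1 level in WT may account for the difference between WT and no ARID1A, since FLI1 in WT was 2.03 times that in no ARID1A. This explanation cannot be told apart from an effect of ARID1A because the level and the state go together. For the 13 members in ΔIDR1b a higher level is argued against, since FLI1 was 1.08 times that of no ARID1A. That ΔIDR1b difference was not called for the whole set (adjusted p = 0.213), nor with the block at limits from 9 to 30 counts. The set was chosen on the same libraries.

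The EF-repressed set differed by a median of -0.30 between WT and no ARID1A and of -0.26 between ΔIDR1b and no ARID1A (fry adjusted p = 0.00512 each, and 0.0452 each with the block within each vector). Heat-shock genes are not the whole cause, since the 26 other members still differed for WT (median -0.18, adjusted p = 0.0114). For ΔIDR1b a higher EWS-FLI1 level is argued against by the FLI1 ratio of 1.08. For WT it stays open, since the set did not differ between ΔIDR1b and WT (adjusted p = 0.995) and a response that levels off would give the same. An effect of ARID1A that does not need IDR1b may account for the ΔIDR1b difference, as a hypothesis found and tested on the same libraries.

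The higher EWSR1 interaction in WT may come from the fusion transcript itself. The EWSR1 count added by EWS-FLI1 in WT was 2.03 times that in no ARID1A, and FLI1, which is hardly counted without the plasmid, had a ratio of 2.03 as well. The values do not say whether the plasmid dose, its uptake or its transcription differed.

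The 95 genes called in the average contrast were set against other splits of the 12 libraries within each ARID1A state into groups of the same sizes. There are 108 such splits, and 100 were drawn, the real one included. As many genes were called in 1 of the 100, the real split. That share is not a p-value, since the splits moved libraries independently in each state while the values pair the repeats within each vector. The other splits that keep the paired repeats together gave 0 and 2 genes, and are too few to judge by. The next largest count was 50 and the median of the others was 0.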

How the results depend on the processing

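The removal of GC and length trends, the block on the repeat number within each vector and the EF-induced set without ENSG00000215835 were chosen only after the results had been seen. No result below reversed its direction past the threshold under any alternative tried. RLE scaling, upper-quartile scaling and the DESeq2 test left every count of called genes within 1.5 times its value, and so did a mean of at least 1 CPM. Scaling moved no median log2 fold change over all genes by more than 0.1.

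Without a low-count filter the counts with EWS-FLI1 rose from 9 to 16 genes in no ARID1A and from 45 to 75 in WT, and 6 genes in place of 0 were called between ΔIDR1b and WT in the interaction. With only the libraries compared in the fit, 16 genes were called with EWS-FLI1 in no ARID1A, 26 in WT and 56 in ΔIDR1b, and with EWS-FLI1 2202 genes differed between WT and no ARID1A and 1622 between ΔIDR1b and WT. Fewer libraries then inform the estimate of the spread, which does not explain why some counts fell and others rose. Outside the interactions, calls fell in every comparison so fitted that contains WT with EWS-FLI1, and rose in every other. That pair differed most between its libraries, so its main counts depend on an estimate of the spread shared with the other groups. After removal of GC and length trends, 17 genes were called in no ARID1A, 106 in WT, 96 in ΔIDR1b and 210 in the average contrast, and 3737 between WT and no ARID1A with the empty vector. The cause was not tested for the filter or the trends.

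An absolute log2 fold change of at least 1 lowers counts by construction. It left 24 genes with EWS-FLI1 in WT, 23 in ΔIDR1b and 29 in the average contrast. With EWS-FLI1 it left 908 genes between WT and no ARID1A, 2570 between ΔIDR1b and no ARID1A and 1140 between ΔIDR1b and WT. With the empty vector it left 521, 2327 and 1393 genes.

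For the EF-induced set between ΔIDR1b and no ARID1A, which was not called, 3 alternatives made a call, apart from the limits on counts given below. A mean of at least 1 CPM gave a median of 0.18 (adjusted p = 0.0331), the set by adjusted p alone 0.19 (adjusted p = 0.0265), and camera with the preset correlation 0.65 (adjusted p = 0.0035). Between ΔIDR1b and WT the preset camera test made a call at -0.58 (adjusted p = 0.00539). The preset test assumes a weak correlation between genes, and with the estimated correlation neither was called. For the other alternatives the cause was not tested, although both change the members of the set. Limits on the empty-vector counts of the members, chosen after the results were seen, gave further calls. Between ΔIDR1b and no ARID1A every limit from 9 to 60 counts gave one (adjusted p from 0.0081 to 0.0497). With the block only those of 48 and 60 counts did (0.0183 and 0.0241). Between ΔIDR1b and WT limits from 9 to 48 counts gave a call (0.0393 to 0.0464). That of 60 counts did not (0.0618), nor did any with the block. The EF-induced set between WT and no ARID1A lost its call with the block within each vector, at 0.868 (adjusted p = 0.0709), and at 0.866 (adjusted p = 0.0703) with the trends removed as well. The remaining set results kept their side of the threshold under every alternative that gave a p-value.

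Leaving out 1 library at a time gave ranges. With EWS-FLI1 against the empty vector, 9 to 15 genes were called in no ARID1A, 41 to 46 in WT, 32 to 74 in ΔIDR1b and 65 to 316 in the average contrast. The upper ends other than that of WT came without a WT library with EWS-FLI1 (15 and 15, 74 and 73, and 160 and 316 genes), the pair that differed most between its libraries. With EWS-FLI1 the counts ran from 3372 to 3623 for WT against no ARID1A, from 7043 to 8286 for ΔIDR1b against no ARID1A and from 3434 to 3674 for ΔIDR1b against WT. With the empty vector they ran from 2044 to 3550, from 6409 to 7781 and from 4623 to 6138. The interactions stayed at 5, 4 and 0 genes. Outside the average contrast, leaving out a library of the groups compared gave fold changes only, without calls, and at least 99.92% of the called genes kept their sign.

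For the EF-induced set the medians without 1 library ran from 0.54 to 0.96 between WT and no ARID1A, from -0.071 to 0.72 between ΔIDR1b and no ARID1A and from -0.69 to -0.19 between ΔIDR1b and WT. The -0.071 came without replicate 2 of no ARID1A with the empty vector. For the EF-repressed set they ran from -0.36 to -0.26, from -0.25 to -0.19 and from -0.082 to 0.049. For the activated list they ran from -0.057 to 0.080 between ΔIDR1b and WT and from 0.10 to 0.19 in the average contrast. For the repressed list they ran from -0.059 to 0.15 between WT and no ARID1A, from -0.10 to 0.043 between ΔIDR1b and no ARID1A, from -0.23 to 0.054 between ΔIDR1b and WT and from -0.089 to 0.007 in the average contrast, so the sign of that list was decided by single libraries.

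The values paired equal repeat numbers within each vector only, and a block joining unequal numbers across the vectors was not fitted. With the replicate block within each vector, 3606 genes differed between WT and no ARID1A with the empty vector, and 16, 4 and 10 in the interactions. With the trends removed in the same fit these counts were 4070, and 27, 10 and 5. The other 5 comparisons of states stayed within 1.5 times their count. Apart from the EF-induced set above, the block alone changed no call of a set or of those results for named genes below to which it was applied. Of the 3 heat-shock genes in further comparisons, HSPA1B gained a call between ΔIDR1b and WT with the empty vector (-0.28, adjusted p = 0.0237), and HSPA1B and DNAJB1 gained one each between ΔIDR1b and no ARID1A. Among the later lists the heat-shock list lost its calls in the interaction of ΔIDR1b with no ARID1A (adjusted p = 0.0564), between ΔIDR1b and WT with EWS-FLI1 (adjusted p = 0.0564) and between WT and no ARID1A with the empty vector (adjusted p = 0.0532). Its call in the interaction of WT with no ARID1A was kept in this adjustment (adjusted p = 0.0361) and lost when adjusted over the 3 interactions (adjusted p = 0.0511). The snoRNA host genes gained calls in the interactions of WT with no ARID1A (-0.16, adjusted p = 0.0248) and of ΔIDR1b with WT (0.22, adjusted p = 0.0188). A single block over both vectors fits opposite signs poorly. With that replicate block the counts were 9, 44, 35 and 95 genes with EWS-FLI1, 3654, 7254 and 3748 between states with EWS-FLI1, 2351, 6724 and 4952 with the empty vector, and 5, 4 and 0 in the interactions.

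Among 116 results for named genes, 1801 alternatives gave 0 reversals. A call was lost in 14 of them and gained in 2, and 101 values, all from fits without 1 library, moved by more than the spread between replicates. Where a group had 3 or fewer counts, the depth allowed only a bound or a wide interval for the fold change.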

Other observations

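Apart from the counts of called genes and the direction of those called in 2 comparisons, the tests in this part were chosen only after the results had been seen.

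ENSG00000215835 rose with EWS-FLI1 from 0.8576 to 54.25 CPM in no ARID1A, from 0.8205 to 120.8 CPM in WT and from 0.6093 to 64.59 CPM in ΔIDR1b. Fragments of the EWS-FLI1 transcript assigned to a processed pseudogene are a candidate explanation. Its sequence aligned with 96.2% identity over 1971 bases to an EWSR1 transcript of 2654 bases (bases 320 to 2290). The CPM it gained was 3.53, 3.91 and 3.83% of the EWSR1 CPM gained in the 3 states, a share that could have differed between them. With the empty vector, EWSR1 at 529.6 CPM in no ARID1A came with 0.8576 CPM of the gene, a far smaller share. The same held in WT (527 and 0.8205 CPM) and in ΔIDR1b (389 and 0.6093 CPM). A single rate of misassignment for all EWSR1 fragments thus does not account for the rise, and the explanation stays open. A response of the gene itself was not separated from misassigned fragments.

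In the comparisons of ΔIDR1b with WT the ARID1A level also differed, at 1.36 times with the empty vector. A monotonic effect of that level would move genes in the direction of WT against no ARID1A. Between comparisons that share no library, 361 genes called in both went the opposite way, which such an effect does not give. WT enters these comparisons with opposite signs, so a shift common to the WT libraries, as from scaling, would also give opposite ways. The 361 genes were not recounted under another scaling. The 883 genes that went the same way cannot be told apart from an effect of the level, because level and deletion go together. With EWS-FLI1 the FLI1 level differed too, and in WT was 1.88 times that in ΔIDR1b. That level is not the whole cause of the 3785 genes called between ΔIDR1b and WT, since 2772 were called the same way with the empty vector. For the others it was not separated from the deletion. The 3785 genes were set against bias as well. After removal of GC and length trends 3657 of them were still called, and after thinning to equal library size 3455, so neither is the whole cause. With the block within each vector 5049 were called, of which 4611 were called after the removal and 4599 after the thinning in the same fit. For the genes that went the opposite way, the deletion of IDR1b may account for the difference as a hypothesis. Clonal differences between lines were not tested.

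Host genes of snoRNAs were lower in ΔIDR1b than in no ARID1A. The median over 24 genes was -1.21 with the empty vector (23 of 24 lower, fry adjusted p = 6.23e-05) and -1.17 with EWS-FLI1 (21 of 24 lower, adjusted p = 6.23e-05). They were also lower than in WT, by medians of -0.92 and -0.59. The direction was the same under RLE and upper-quartile scaling and after removal of GC and length trends. Their share of the counts was 0.288 to 0.291% in no ARID1A, 0.190 to 0.218% in WT and 0.124 to 0.137% in ΔIDR1b. GC content and length are argued against, since 0 of 10000 random lists matched on GC content, length and expression had as low a median with the empty vector. Ribosomal-protein mRNAs, which like many host genes carry a 5′ terminal oligopyrimidine tract, were lower too (median -0.72 with the empty vector, 79 of 80 lower, adjusted p = 0.00236, and -0.66 with EWS-FLI1, 80 of 80 lower), and 24 other such mRNAs had medians of -0.47 and -0.42. A fall of the host genes alone is thus argued against. An equal fall of the whole class is argued against as well, since the host genes fell further than the 24 other mRNAs (fry adjusted p of the difference 8.11e-05 with either vector) and than the ribosomal-protein mRNAs (6.83e-04 with either vector). In WT with EWS-FLI1 the host genes were lower by -0.44 (adjusted p = 0.00235), the ribosomal-protein mRNAs had a median of -0.22 (adjusted p = 0.124) and the other mRNAs one of 0.00 (adjusted p = 0.813), with adjusted p-values of the difference of 0.0483 and 0.0219. In WT with the empty vector the medians were -0.23 (adjusted p = 0.0163), -0.04 and 0.03, and the differences did not pass the threshold (0.377 and 0.156). A fall of the class that is larger in host genes may account for the values in ΔIDR1b as a hypothesis. Ribosomal-protein genes took 7.78 to 8.45% of the counts in no ARID1A, 6.92 to 8.19% in WT and 5.26 to 6.11% in ΔIDR1b.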
